A study of Mus musculus with 4 samples. Its data were reported in "Wilm’s tumor 1 promotes memory flexibility" (2019).

How the data were processed

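Total RNA was taken from the dorsal hippocampus of untrained mice, poly-A selected, and sequenced as single-end reads from a library kit that does not mark strand, so overlapping and antisense genes cannot be told apart. 2 libraries came from Wt1∆ mice and 2 from Control littermates, and groups were taken from the sample titles. A genotype label of both Wt1∆ samples named another gene, against the title and the other labels, and was not used for grouping. The study's Control mice comprised littermates of several genotypes, which it pooled for electrophysiology and behavior. Whether the 2 Control libraries here were of mixed genotype is not known, and their titles read wild type.

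The authors thinned the reads at random to equal totals per library, aligned them with TopHat2 2.0.13 and Bowtie2 2.1.0 to mm10 with RefSeq genes and no new junctions, and compared the groups with Cuffdiff of Cufflinks 1.3.0, with upper-quartile scaling, fragment bias correction and reweighting of reads with several matches; versions are those of the submitters' processing notes. The study's methods name the rat genome for the bias correction. The authors deposited FPKM per gene and group with 1 added, a p-value and a q-value for each gene, the fold as a ratio of these values, and its log2. The deposited long table holds 14957 genes, all with a completed test, and the deposited list of changed genes holds 193. Every gene had at least 0.224 FPKM in its higher group, so genes of lower level appear to have been left out, at a step that is not known. No value per library was given, and 0 columns of per-sample values were left unused. For that reason neither a test across animals nor an estimate of depth could be made from these values, and what was called is what the authors' Cuffdiff called at 5% FDR. The study states that raw data were uploaded as well, and reads were not used here. The precision of single values is unknown. p-values measure at most the spread that Cuffdiff modelled over 2 libraries per group.

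FPKM were recovered by subtracting the added 1. The log2 changes recomputed from both columns differed from the deposited ones by at most 1.2e-06. Genes listed at exactly 0 numbered 17 in Wt1∆ and 16 in Control. Symbols were matched to RefSeq genes of GRCm38 (the mm10 assembly), 14682 by symbol and 246 by synonym, with 29 unmatched; 14914 genes had a position. Coordinates are those of GRCm38, 1-based.

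27 gene lists were fixed from textbook knowledge, before the data were examined but after reading the study and its table of changed genes, as were the tests in the design, the alternatives and the rule for named genes; some tests of explanations were chosen after the results were seen and are named with the patterns they concern. The rule named Wt1, the 10 largest rises and 10 largest falls among called genes, up to 4 called members with the largest change from each list, the 2 members with the highest level of a list with none, and 8 genes named in the study's text. Genes named beyond it were chosen after their values were seen. For each list, the called members were counted and compared with all other genes by Fisher's exact test (two-sided), with Benjamini-Hochberg adjustment over the 27 lists; genes are not independent replicates, so these p-values describe the table and not animals. The count adjusted over the list alone applies the Benjamini-Hochberg method to the members' deposited p-values. The median change of a list was placed among 10000 random lists of equal size drawn from 20 bins of mean level, as a description of these libraries and not a test. Shares of 50-base words found in another gene, and the length of the longest transcript, came from GENCODE vM21 transcripts. Runs of called genes with starts at most 1 Mb apart and at least 3 calls were listed as segments. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

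The procedures were tested on simulated data for the comparison of Wt1∆ with Control over 14957 genes. Random lists of 25 genes fell outside the central 95% in 5.5% of 200 lists with no shift, and were found in 89.5% with a shift of 0.1 and in 100% with a shift of 0.3 (log2). The count of called neighbours within 500 kb, over 14914 genes with 300 random calls, exceeded its limit in 2.25% of tables with no planted run of 12 calls, 29% with 1 run, 92% with 3 runs and 100% with 6 runs. It therefore has little power for a single cluster. A first version of this simulation had set a bound for 1 planted run that was not met; the number of runs was then varied, and the procedure itself was left unchanged.

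Alternatives varied the FDR, a minimum fold, the level filter, the scaling, the adjustment, the pseudocount, the genes left out, the statistic of a list and the window around Wt1.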

Results

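mRNA was sequenced from the dorsal hippocampus of naive mice aged 3 to 6 months, with 2 libraries from Wt1∆ mice and 2 from Control littermates. In Wt1∆ mice a Cre recombinase driven by the Camk2a promoter, active from about postnatal day 21, removes 2 zinc fingers of WT1, a DNA-binding transcription factor, from forebrain excitatory neurons. The comparison asked which hippocampal transcripts depend on WT1. The values used here were FPKM (fragments mapped to a transcript, scaled to its length and to the size of the library) given per group, with no value per library, so the spread between animals and the depth of each library are unknown and no SD can be set beside a value. All changes below are log2 of the ratio of FPKM + 1, Wt1∆ over Control, which understates changes of genes with low levels.

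The hippocampus of Wt1∆ mice differed from that of Control mice mainly by higher transcripts. Of 14957 genes, 330 were called changed at 5% FDR in the authors' deposited table, 251 higher and 79 lower. The largest rise was that of Ttr (transthyretin, a carrier of thyroid hormone and retinol; chromosome 18, 20664209 to 20674326, GRCm38), from 48.6 FPKM in Control to 669 FPKM in Wt1∆, a log2 change of 3.75. Most of the other large rises belonged to genes of choroid plexus epithelium, the tissue that secretes cerebrospinal fluid, and the largest falls were those of predicted genes on chromosomes 14 and 4 and of Ndufs5, a subunit of respiratory complex I. A change of at least 2-fold was seen in 50 of the higher and 12 of the lower genes, and the median size of a called change was 0.49. With a minimum of 1.3-fold, 193 called genes remained, 152 higher and 41 lower. These were exactly the genes of the shorter deposited list. The targeted gene Wt1 (chromosome 2, 105126529 to 105173614) was not analysed here, so the group labels could not be checked on it.

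**Figure D1:**
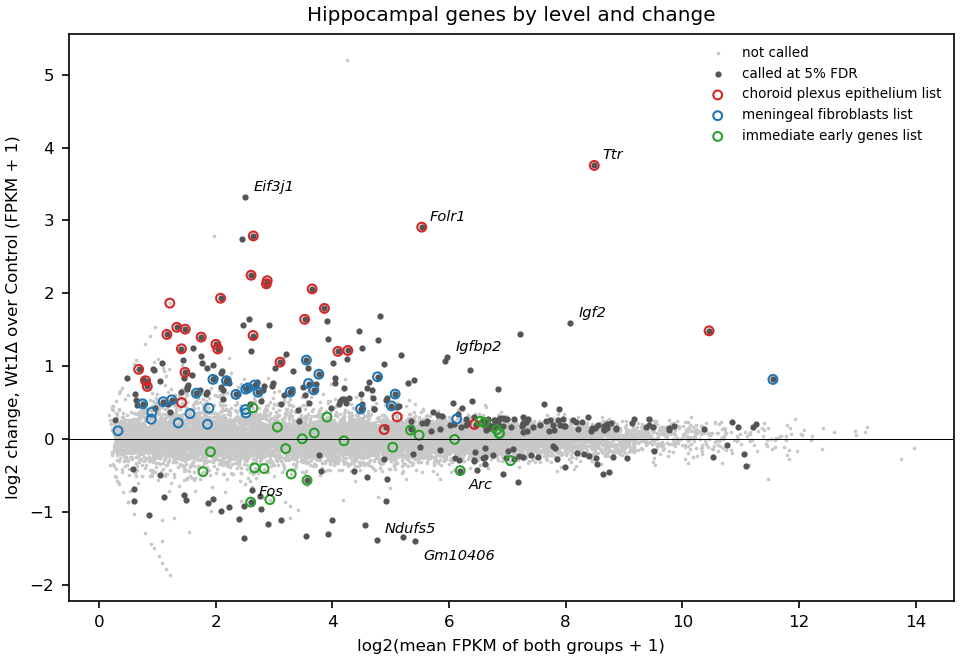
Change of each of 14957 genes, as log2 of the ratio of FPKM + 1 in Wt1∆ over Control (vertical axis), against log2 of the mean FPKM of both groups + 1 (horizontal axis). Grey points are genes not called, dark points the 330 called genes, and circles the members of 3 gene lists; all 31 choroid plexus members and all 31 meningeal members lie above 0.

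Genes of the choroid plexus rose together. Of 31 measured genes on this list, 26 rose, 0 fell and 5 were not called, and the median change was 1.42. Beside Ttr, the folate receptor Folr1 rose from 9.90 to 80.7 FPKM, the bicarbonate transporter Slc4a5 by 2.79 on the log2 scale, the potassium channel subunit Kcne2 by 2.25, the tight junction gene Cldn2 by 2.13 and the transcription factor Otx2 by 2.06. 1500015O10Rik and Clic6, also on the list, rose by 2.17 and 1.93. Called genes were more frequent among the members (83.9%) than among all other genes (2.04%; Fisher's exact test, two-sided, adjusted p = 1.3e-37), and adjusted over the list alone 28 members were higher. The list was drawn up after reading the study's own table of changed genes, which came from these libraries and held all 26 called members. Its direction, its share of called genes and its p-value are therefore not independent evidence.

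Part of the genes on the lists for the membranes around the brain, the ciliated lining of its ventricles and vessel smooth muscle also rose in Wt1∆. Of 31 genes of meningeal fibroblasts, the cells of the membranes around the brain, 21 rose, 0 fell and 10 were not called, with a median change of 0.61 (adjusted p = 4.3e-27, Fisher's exact test; 28 higher when adjusted over the list alone). Among them were the matrix genes Fmod (1.08) and Pcolce (0.89) and the transporters Slc6a13 (0.85) and Slc22a6 (0.82). This list too was chosen with knowledge of these samples, so its p-value is not independent evidence. Of 21 genes of ependymal and other ciliated cells, 4 rose and 17 were not called (median 0.41; adjusted p = 0.0056, Fisher's exact test; 8 higher when adjusted over the list alone); the 4 were Spag16, Ak7, Foxj1 and Rsph1, with changes of 0.74, 0.72, 0.67 and 0.61, and none passed at 1% FDR. Of 15 genes of smooth muscle and pericytes, 5 rose and 10 were not called (median 0.36; adjusted p = 8.6e-05, Fisher's exact test; 8 higher when adjusted over the list alone), among them the contractile genes Cnn1 (0.88), Tpm2 (0.84) and Acta2 (0.78) and the calcium pump regulator Pln (0.64). Of the pericyte genes, Abcc9 (-0.19), Rgs5 (-0.14), Higd1b (-0.11) and Kcnj8 (-0.10) had negative changes, and Vtn (0.38) and Pdgfrb (0.049) positive ones. None of these was called. Of 6 genes of blood cells, the hemoglobin gene Hba-a1 rose from 12.3 to 41.8 FPKM and 5 were not called (median 0.30, above all random lists; adjusted p = 0.31, Fisher's exact test; 2 higher when adjusted over the list alone). The more abundant alpha hemoglobin gene Hba-a2 was at 181 FPKM in Control and 228 FPKM in Wt1∆. Changes of the uncalled blood genes ran from 0.074 (Hbb-bs) to 0.53 (Hbb-b1). The 5 lists together held 57 of the 251 higher genes and 0 of the 79 lower genes.

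Of 20 measured genes of retinoic acid handling, which the study had singled out, 6 rose, 0 fell and 14 were not called, with a median change of 0.16, above all of the random lists (adjusted p = 3.0e-05, Fisher's exact test; 7 higher when adjusted over the list alone). They were Ttr, Rdh5 (retinol dehydrogenase 5; chromosome 10, 128913588 to 128920037), from 7.44 to 20.8 FPKM, the retinoic acid binding protein Crabp2 (1.01), the retinoic acid synthesis enzyme Aldh1a2 (0.78), the degrading enzyme Cyp26b1 (0.75) and the receptor Rara (0.25). The list, and with it its p-value, was not independent of these samples. It shared Ttr with the choroid plexus list, and moved together with the choroid plexus and meningeal markers. Without the 6 called members its median was 0.053, at the 83.5th percentile of random lists.

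In the insulin-like growth factor system, the growth factor gene Igf2 (chromosome 7, 142650768 to 142666816) rose from 133 to 403 FPKM, a log2 change of 1.59, and the binding protein gene Igfbp2 (chromosome 1, 72824480 to 72852474) from 38.5 to 85.1 FPKM, a change of 1.12. The other 11 of 13 members were not called, and the list as a whole, which was also chosen with knowledge of these samples, had a median of 0.052, at the 82.0th percentile of random lists (adjusted p = 0.097, Fisher's exact test; 2 higher when adjusted over the list alone). Both genes rose in the same comparison as the choroid plexus list, with its median of 1.42, and the meningeal list, with its median of 0.61. Whether their rise in these libraries came from hippocampal cells or from tissue of those kinds cannot be told apart here. For Igf2 the study had separate evidence from rats, not analysed here. By RT-PCR, its mRNA was higher in dorsal hippocampus after acute WT1 knockdown. An antibody against the IGF2 receptor also reduced the enhanced long-term potentiation in slices of WT1-deficient mice and rats. Of 18 genes described as WT1 targets in kidney, gonad or cell lines, 3 rose, 0 fell and 15 were not called (median 0.064, 91.6th percentile; adjusted p = 0.026, Fisher's exact test; 3 higher when adjusted over the list alone). The 3 were Igf2, the cell adhesion gene Cdh1 (0.46) and Rara, and 2 members were called at 1% FDR (adjusted p = 0.12, Fisher's exact test). Of the transcript sequence of Igf2, 75.9% was shared with another GENCODE gene, and of that of Hba-a1 67.5%. Shared words may lie in an overlapping annotation of the same locus, and the authors' values rest on RefSeq genes. Whether reads of these genes were divided between annotations is therefore not known.

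Among immediate early genes, which neuronal activity induces within minutes, 3 of 26 fell and 0 rose. Fos (chromosome 12, 85473890 to 85477274) fell from 6.84 to 3.30 FPKM, Arc (chromosome 15, 74669081 to 74672570) from 83.1 to 61.2 FPKM, and the phosphatase gene Dusp1 from 13.2 to 8.55 FPKM. The other 23 members were not called and the median was -0.017, at the 16.4th percentile of random lists, while the mean of the members was -0.13 and the median without the 3 called members was 6.2e-04. Called members made up 11.5%, against 2.19% of other genes, an excess that did not pass after adjustment (adjusted p = 0.064, Fisher's exact test). Adjusted over the list alone, 7 were lower and 2 higher. The list was not independent of these samples.

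Markers of the neurons of the hippocampus were largely not called. None of 12 genes of pyramidal neurons (median 0.047), 10 of dentate granule cells (-3.0e-04), 8 of CA3 and mossy cells (-0.010) and 12 of interneurons (0.045) was called; Camk2a, whose promoter drove the recombinase, was at 4700 FPKM in Wt1∆ and 4765 FPKM in Control, and the interneuron gene Gad1 at 846 and 822 FPKM. Adjusted over the list alone, none of these members passed either. Of 9 genes of thalamus and habenula, the kinase gene Prkcd rose by 0.77 (median 0.11, 95.7th percentile of random lists), and of 8 genes of neocortical layers Tshz2 fell by 0.28 (median -0.11, at the 1.16th percentile of random lists). Of 26 glutamate receptor and synaptic genes, Gria2 (0.20), Nlgn2 (0.18) and Syn1 (0.12) rose and Grin2b fell by 0.10 (median 0.089, 99.2nd percentile; adjusted p = 0.011, Fisher's exact test; 4 higher and 1 lower when adjusted over the list alone), all of them changes below 1.3-fold. The called members were at 212 (Grin2b) to 2625 FPKM (Gria2) in Wt1∆. Fisher's exact test did not match genes on level. Calls under 1.2-fold had a median level of 162 FPKM, against 10.8 FPKM for the other calls. Whether the excess reflects level was not tested. None of 26 genes of voltage-gated channels was called, with a median of 0.087 at the 99.3rd percentile, and none passed when adjusted over the list alone. The random lists were matched on level and not on transcript length. Among all genes of known transcript length, medians were 0.036 and 0.028 in the longest classes, against -0.047 under 800 bases. Whether length contributes to the positive medians of the synaptic and channel lists was not tested. The thalamic and neocortical genes that were called were also the only ones to pass when adjusted over the list alone.

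Glial and endothelial markers did not share the rise of the choroid plexus list. Of 11 astrocyte genes, the glutamate transporter gene Slc1a2 fell from 2476 to 1909 FPKM and 10 were not called, and the median of -0.17 lay below all of the 10000 random lists. Oligodendrocytes had 0 called of 11 members (median -0.11, 0.61st percentile; Mbp at 12503 FPKM in Wt1∆ and 15148 FPKM in Control), and oligodendrocyte precursors had 0 of 6 (median -0.12, 2.55th percentile). Microglia had 0 of 14 (median 9.7e-04, 39.3rd percentile) and endothelium 0 of 13 (median -0.065, 4.15th percentile), with 1 endothelial gene higher when adjusted over the list alone. Among 16 genes of interferon response and antigen presentation, Cd74, the invariant chain of class II molecules, rose from 5.94 to 12.2 FPKM (median 0.18, 99.95th percentile; 4 higher when adjusted over the list alone). No gene of the heat shock list was called among 8, all with positive changes (median 0.13, 98.5th percentile). Of 4 sex-linked genes, Eif2s3y on the Y chromosome rose by 0.26 (median 0.19, 99.6th percentile). Adjusted over the list alone, Slc1a2 and Eif2s3y were the only members of their lists to pass, and none did among oligodendrocytes, their precursors, microglia and heat shock genes. For the lists in this and the preceding paragraph other than the glutamate receptor and synaptic list, no excess of called genes was detected (adjusted p of 0.23 or more, Fisher's exact test). Those with 1 called member had shares of 6.25% to 25%, against 2.20% of other genes.

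**Figure D2:**
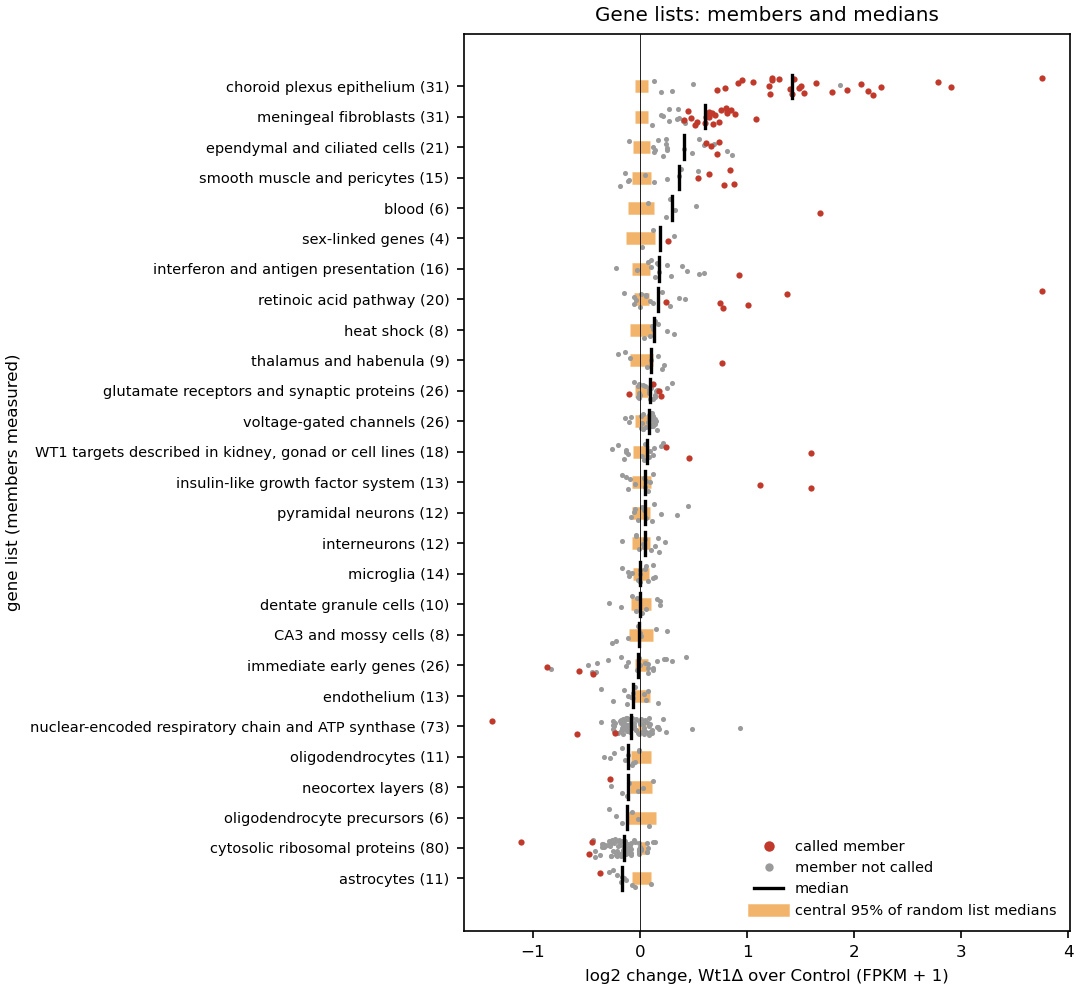
Log2 change, Wt1∆ over Control, of every measured member of the 27 gene lists (points, red where called), with the median of each list (black line) and the central 95% of medians of 10000 random lists matched on level (orange). The medians of 11 lists lie outside the orange ranges on the right, among them choroid plexus, meningeal, ependymal and smooth muscle, from 1.42 down to 0.36. The medians of 5 lists lie outside them on the left, among them the astrocyte and ribosomal medians.

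Of 80 genes of cytosolic ribosomal proteins, 3 fell, 0 rose and 77 were not called, but only 10 had positive changes and the median of -0.15 lay below all of the random lists. The 3 were Rps27 (chromosome 3, 90212667 to 90213648), from 20.8 to 9.06 FPKM, Rpl22l1, which fell by 0.48, and Rps27a, which fell by 0.45. Rps27 and Rps27a shared 27.6% and 40.6% of their transcript sequence with another annotated gene, as did Ndufs5 with 31.1%. Of 73 nuclear genes of the respiratory chain and ATP synthase, Ndufs5 fell by 1.38 on the log2 scale from 38.2 FPKM, Atp5e by 0.59 and Atp5g1 by 0.23, with 70 not called. Of the 73, 24 had positive changes, up to 0.93, and the median of -0.086 also lay below all of the random lists. The shares of called genes, 3.75% and 4.11%, were above the 2.20% of other genes, an excess that did not pass (adjusted p = 0.44 and 0.39, Fisher's exact test). The same 3 genes in each were lower when adjusted over the list alone.

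Several of the genes with the largest changes stood side by side on a chromosome. On chromosome 14, from 3049285 to 8666336, 16 of 26 tested genes were called, 13 lower and 3 higher, among them Gm10406 (-1.40), Gm3264 (-1.35), Gm3500 (-1.33), Gm3488 (-1.31), Gm3383 (-1.18) and Gm2897 (-1.12). On chromosome 4, from 42089373 to 43523583, Gm5859 (-1.36), Gm3893, Ccl21b and Ccl21a fell and Tpm2 rose, among 27 tested genes. The median called gene shared 88.4% of its 50-base words with another annotated gene in the first segment and 89.1% in the second, so values of single members are uncertain. On chromosome 13, from 119462015 to 119791477, 5 of 7 tested genes were called and all 5 rose, with a median change of 1.02 and a median of 0.13% shared words. The remaining genes among the 10 largest changes of each direction were Eif3j1 (3.32), from 0.035 to 9.36 FPKM on chromosome 2, 2900040C04Rik (2.74) and Cdr1 (-1.18). Of the transcript sequence of Eif3j1, 39.8% was shared with another annotated gene, so its low Control value is uncertain.

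**Figure D3:**
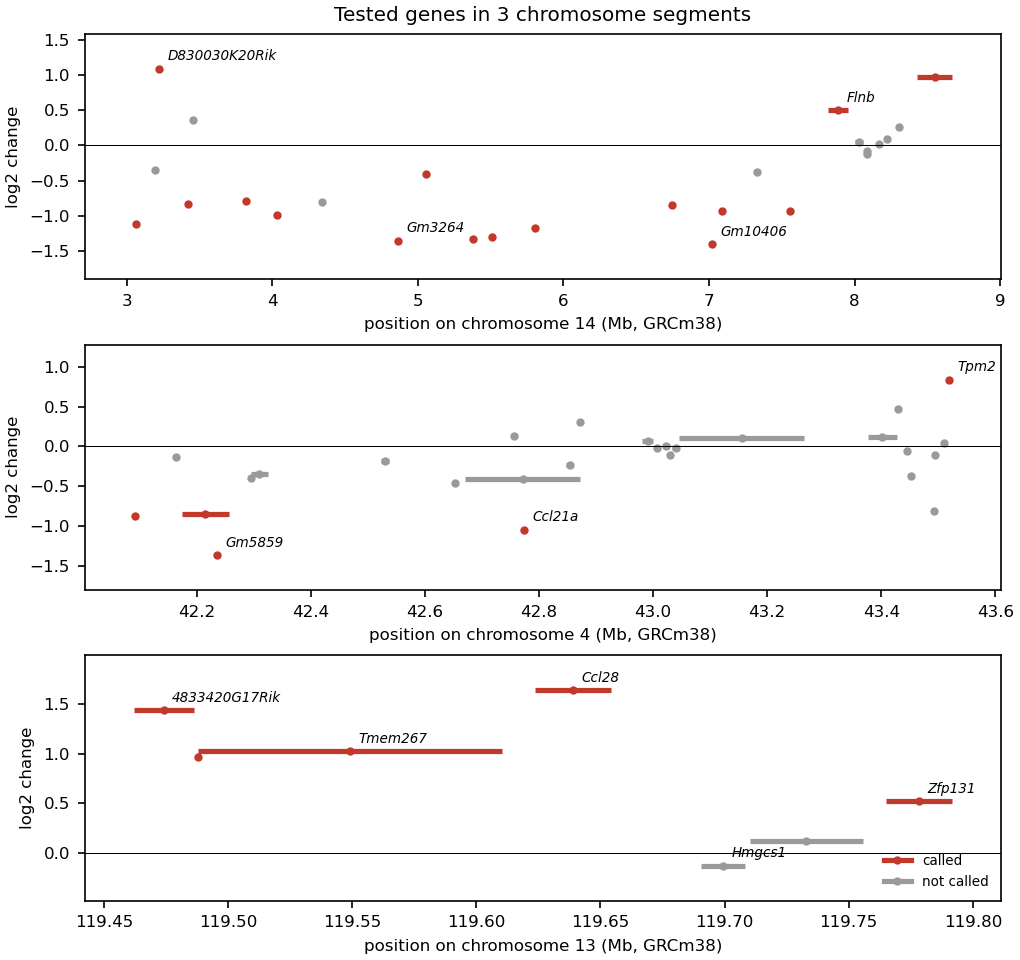
Log2 change, Wt1∆ over Control (vertical axes), of the tested genes in 3 chromosome segments by position in Mb of GRCm38 (horizontal axes), each gene drawn from its start to its end. Red marks called genes, with 16 on chromosome 14, 5 on chromosome 4 and 5 on chromosome 13, where all 5 rose.

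No excess of called genes around Wt1 itself was detected. With the choroid plexus and meningeal genes left out, 4 of the 281 called genes with a position started within 20 Mb of Wt1 on chromosome 2, a share of 1.42%, against 1.503% of the other genes (Fisher's exact test, two-sided, p = 1.00). The 4 were Bub1b, Eif3j1, Mpped2 and Slc1a2. Within 10 Mb the share of called genes was 0.712%, against 0.460% of the other genes (p = 0.38, Fisher's exact test).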

Values the study reported

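The study reported 193 transcripts that differed between Wt1∆ and Control mice, and its methods give an FDR of 5%. In the deposited values this number was reached only with a minimum of 1.3-fold added to that FDR. Its table gave log2 changes of 3.755 for Ttr, 1.594 for Igf2, 1.372 for Rdh5 and 1.123 for Igfbp2. Genes passed on to its enrichment analysis had at least a 1.3-fold difference on the FPKM + 1 scale. Arc and Fos were reported as lower in Wt1∆ mice.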

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

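No paired analysis was possible because the replicate numbers 1 and 2 are shared by both groups but the values are given per group. For the same reason several planned fits were not run. These were the fits without each replicate in turn, with a replicate block, with another variance model or with a count-based test. The set test with an estimated correlation was not run either. The fit with no filter was not run because genes of lower level were not among the values used, and the Wt1 level gave no value. The pseudocount does not enter the authors' calls. The count of 330 calls became 231 at 1% FDR, 400 at 10%, 253 at a mean of at least 5 FPKM, 327 with the listed p-values readjusted, 273 without the marker lists and 302 without predicted genes and pseudogenes, and between 71.1% and 80.6% of calls were higher in every setting. A minimum of 1.3-fold left 193 (152 higher, 41 lower) and of 2-fold 62 (50 higher, 12 lower), by construction. At 1% FDR, 0 ependymal genes, 1 ribosomal gene and 2 WT1 targets were called, so that the ependymal and ribosomal shares fell below that of other genes and the WT1 targets lost their excess; with a background of at least 1 FPKM the WT1 targets, with 2 calls, lost it too. Values near 0 changed sign for dentate granule cells (mean of members 0.0028), immediate early genes (6.2e-04 without the called members) and Kcnq2 (-0.0012 at equal medians), and the share of called genes near Wt1 turned from below to above that of other genes within 10 Mb (0.712%) and with all changed genes (1.52%), in no case past a threshold. With the mean of members in place of the median, the immediate early genes (-0.13) and the insulin-like growth factor system (0.20) moved outside the central 95% of random lists, and glutamate receptors and synaptic proteins (0.083), heat shock (0.16), neocortex layers (-0.10) and voltage-gated channels (0.065) moved inside. Without their called members, the retinoic acid pathway (0.053), smooth muscle and pericytes (0.088), sex-linked genes (0.12) and neocortex layers (-0.11) moved inside. Oligodendrocyte precursors had no called member to leave out and stayed at -0.12, and crossed the limit only because the random lists changed; with a pseudocount of 0.1 they were at -0.15 and outside. Apart from shifts built into a setting, the cause was not tested. The other 166 values of counts, lists and positions kept their direction and side. Depth per library is unknown and its limits cannot be stated.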

Other observations

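The gene families in this paragraph and the genes named in it were chosen after their values were seen. Of 35 measured collagen genes, 5 rose (Col1a2, Col3a1, Col8a1, Col8a2 and Col9a3) and 0 fell, with a median of 0.14, above the upper end of 0.077 of the central 95% of random lists; 4 of the 5 are on the choroid plexus or meningeal lists. Krt8 and Krt18, keratins of simple epithelia, were the 2 called genes of 14 keratins. Genes with Slc symbols, most of them solute carriers, gave 15 higher and 2 lower genes of 264, where 2.21% of all tested genes were called. Several of the 15, such as Slc4a5 and Slc6a13, are on the choroid plexus or meningeal lists. Mid1 (0.94) and Erdr1 (0.69), neighbours at the end of the X chromosome, both rose. Of the 330 calls, 107 were under 1.2-fold, with a median level of 162 FPKM against 10.8 FPKM for the other calls; Rnf214 was called at 1.09-fold, while 28 genes at least 2-fold apart were not called, among them Snora5c, listed at 0 in Control and at 36.0 FPKM in Wt1∆.

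The first pattern weighed was the rise of the choroid plexus list; the tests for it were set before their results were seen, except that on the size of the change of WT1 targets, which was chosen after. The test set for a lower share of the other hippocampal cells met the bound set beforehand but decides nothing, because the astrocyte, microglia, oligodendrocyte and endothelium lists it used (largest median 0.00097) are themselves such cells. Choroid plexus tissue in the Wt1∆ dissections is a candidate explanation. The 5 uncalled members had a median of 0.30, at the 99.96th percentile of random uncalled lists. Mfrp among them was at 3.1e-04 FPKM in Control and 2.64 FPKM in Wt1∆, but with a Cuffdiff p-value of 0.81, so its change is uncertain. Abundant genes of the tissue rose together (Ttr to 669 and Enpp2 from 740 to 2072 FPKM). A rise of the same genes from another cause would give these values too, so they cannot separate the explanations. However, all 26 called members were among the study's changed genes, and 19 of 31 were at 1 FPKM or more in Control. A general rise of genes described as WT1 targets elsewhere, by about as much as the choroid plexus list, is argued against by their median. For all 18 such genes it was 0.064 (SD 0.41), against 1.42 (SD 0.80). The list was not divided by whether WT1 is described as raising or lowering a target. Its median therefore does not speak to a rise of repressed targets alone. A small general rise cannot be told apart from chance. The 15 targets left without the choroid plexus, meningeal and insulin-like growth factor lists had a median of 0.080 at the 94.1st percentile, between the bounds set. Whether loss of WT1 function raised the choroid plexus genes in hippocampal cells was not tested and stays open. In these mice the same holds for Igf2, Igfbp2, the called retinoic acid genes and the lists of meninges, ependyma, smooth muscle and blood. Values per library would be needed to see whether 1 dissection carried the rise.

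The second pattern was the clustering of called genes; the tests of chance per segment and on the distance of segments from Wt1 were chosen after the result was seen. The planned count of called neighbours within 500 kb was 42, inside the central 95% of random placements, which ended at 44, so chance may account for the clustering taken as a whole, in a test with little power for a single cluster. Over all windows of 2 to 50 neighbouring tested genes, a window as dense as the densest of the chromosome 14, 13 and 4 segments stood anywhere in the genome in 0%, 0.10% and 35.2% of 2000 random placements, which argues against chance for the first and second of these and not for the third, with the limit that neighbouring genes were placed as if independent. Shared reads between near-identical copies are a candidate explanation for the number of calls side by side on chromosomes 14 and 4 (median shared words of 88.4% and 89.1%) but not on chromosome 13 (0.13%). Among the called chromosome 14 genes with mostly shared words, only D830030K20Rik rose, from 0.74 FPKM in Control to 2.70 FPKM in Wt1∆. Gm10406 fell from 60.9 to 22.4 FPKM. The source of the net fall of these copies was not tested. Sequence of another strain beside the floxed allele is argued against as the source of the segments, 0 of 8 of which lay within 20 Mb of Wt1. The share of 1.42% of called genes there, although it met the bound set beforehand, is too uncertain to decide. A strain difference elsewhere in the genome was not tested, and of the chromosome 13 segment only its place beside Nnt, listed at 10.4 FPKM in Wt1∆ and 13.5 FPKM in Control and not called, can be given.

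The last pattern was the negative median change of ribosomal and respiratory transcripts, most of them not called; the length-matched test was chosen after the result was seen. Genes with a longest transcript under 800 bases had a median of -0.047, below all random lists matched on level. The trend with length was not limited to these genes. From the shortest to the longest class of transcripts, the medians were -0.047, -0.045, -0.0010, 0.020, 0.036 and 0.028. A bias against short transcripts in the Wt1∆ libraries may therefore contribute. As the cause of the whole shift it is argued against by the median of -0.12 of both families, which lay below all random lists matched on level and length (lower end of their central 95% -0.052), with the limit that the longest annotated transcript need not be the expressed one. For reads shared with other copies, the 6 called members shared a median of 19.1% of their words and the uncalled members 9.03%, a difference too small to decide. A change within hippocampal cells of Wt1∆ mice stays open and was not tested.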
